# A Group of Highly Secretory miRNAs Correlates with Lymph Node Metastasis and Poor Prognosis in Oral Squamous Cell Carcinoma

**DOI:** 10.3390/biom14020224

**Published:** 2024-02-15

**Authors:** Yicun Li, Yuntao Lin, Xiaolian Li, Yuling Chen, Gang Chen, Hongyu Yang

**Keywords:** small extracellular vesicles, oral squamous cell carcinoma, microRNA, motif, prognosis

## Abstract

MicroRNAs (miRNAs) in oral squamous cell carcinoma (OSCC)-derived small extracellular vesicles (sEVs) play a pivotal role in modulating intercellular communications between tumor cells and other cells in the microenvironment, thereby influencing tumor progression and the efficacy of therapeutic interventions. However, a comprehensive inventory of these secretory miRNAs in sEVs and their biological and clinical implications remains elusive. This study aims to profile the miRNA content of OSCC cell line sEVs and computationally elucidate their biological and clinical relevance. We conducted miRNA sequencing to compare the miRNA profiles of OSCC cells and their corresponding sEVs. Our motif enrichment analysis identified specific sorting motifs that are implicated in either cellular retention or preferential sEV secretion. Target cell analysis suggested that the sEV miRNAs potentially interact with various immune cell types, including natural killer cells and dendritic cells. Additionally, we explored the clinical relevance of these miRNAs by correlating their expression levels with TNM stages and patient survival outcomes. Intriguingly, our findings revealed that a distinct sEV miRNA signature is associated with lymph node metastasis and poorer survival in patients in TCGA-HNSC dataset. Collectively, this research furthers our understanding of the miRNA sorting mechanisms in OSCC and underscores their clinical implications.

## 1. Introduction

Oral squamous cell carcinoma (OSCC) ranks among the most prevalent malignancies globally, accounting for a substantial number of new cases and fatalities annually [1]. OSCC is characterized by a variety of histological subtypes, including conventional squamous, basaloid squamous, spindle cell, verrucous, papillary squamous, adenoid squamous and adenosquamous cell carcinoma. Among these, oral adenosquamous cell carcinoma (OAsCC) is a highly metastatic and invasive subtype of oral squamous cell carcinoma [2]. Regrettably, a significant proportion of OSCC diagnoses occur at an advanced stage, correlating with a poor prognosis [3]. The overall 5-year survival rate for OSCC patients remains at a modest 50–60%, with the rate dropping to 10–40% for those with late-stage disease [4]. These statistics underscore the urgent need for innovative therapeutic strategies to enhance OSCC management. Advancements in OSCC treatment hinge on a comprehensive understanding of tumor cell biology, particularly the mechanisms by which these malignant cells manipulate their microenvironment to promote their own survival. Accumulating evidence has demonstrated that tumor-derived sEVs can alter their microenvironment and impact the immune response and metastasis. For example, OSCC cells have been shown to reprogram macrophages, transforming them into tumor-associated macrophages (TAMs) that actively contribute to tumor progression [5]. Moreover, OSCC cells can recruit and reprogram single-nucleus cells into natural killer cells (NK cells), which effectively dampen the anti-tumor immune responses [6]. Recent studies demonstrate that tumor-derived sEVs can dampen the effects of immunotherapy by suppressing CD8 T cells [7,8]. Other studies have demonstrated the critical role of tumor–immune interactions in cancer metastasis, highlighting the necessity to unravel the mechanisms through which tumor cells modulate immune cells via sEVs [9]. A pivotal role in the repurposing of other cells is played by tumor-derived small extracellular vesicles (sEVs) that traffic proteins, RNA, DNA, and lipids [10,11]. Bioactive molecules in tumor-derived sEVs mediate a complex network of cell-to-cell signaling pathways, with far-reaching implications for disease progression and potentially, therapeutic intervention. In fact, various studies have shown that tumor-derived sEV-mediated intercellular communication can exacerbate disease states and hamper therapeutic interventions [7,12,13,14,15]. Thus, inhibiting these tumor-derived sEV-mediated communications represents a promising frontier for alleviating the pathogenic interactions that fuel tumor progression [16,17]. However, our current knowledge of the microRNA (miRNA) repertoire in the OSCC secretome is incomplete, particularly regarding what is inside tumor-derived sEVs and what cell types might be their target cells. This incomplete knowledge hampers our efforts to utilize this mechanism for tumor treatment. Thus, further research is warranted to understand the relationships between OSCC cells and their surrounding cells. Considering the necessity to obtain a complete map of the “miRNA secretome” in an OSCC-specific context, we propose to construct an miRNA secretory profile and evaluate the miRNAs’ biological and clinical relevance, including their roles in intercellular communication.

In the current study, we extracted sEVs from two cultured OSCC cell lines, CAL27 and SCC25. We performed miRNA-seq of the cellular and sEV miRNAs to illustrate the miRNA profiling of the OSCC secretome. We identified a subset of highly secretory miRNAs by comparing their abundances between sEVs and cellular miRNAs. We analyzed the sequence basis of the secretory selectivity and evaluated the potential target cells and functions of the sEV secretory miRNAs. In addition, by applying our sEV secretory miRNA signature to the publicly available TCGA cohort, we evaluated the clinical relevance of these miRNAs. Our results provide insights into how OSCC cells regulate surrounding cells by selectively secreting miRNAs into sEVs.

## 2. Materials and Methods

### 2.1. Cell Culture

The human oral adenosquamous cell carcinoma cell line CAL27 and human oral squamous cell carcinoma cell line SCC25 were propagated under controlled conditions [18]. They were cultured in Dulbecco’s Modified Eagle Medium (DMEM) with a high glucose concentration and supplemented with 10% fetal bovine serum (FBS). To maintain optimal growth conditions, both cell lines were incubated in a humidified environment at 37 °C with an atmosphere containing 5% CO_2_.

### 2.2. Isolation of EVs from Cultured Cells

Extracellular vesicles (EVs) were harvested from cell culture supernatants using an ultracentrifugation protocol. First, we centrifuged the supernatants twice at 3000× *g* for 20 min at 4 °C to remove any cell debris. Then, the cleared supernatant underwent ultracentrifugation at 120,000× *g* for 70 min at 4 °C using a Beckman Coulter Optima XE-100 (Brea, CA, USA), facilitating EV isolation. The EV pellet was resuspended in phosphate-buffered saline (PBS). The quantitative and qualitative analysis of the EVs was conducted through nanoparticle tracking analysis (NTA, Particle Metrix, Ammersee, Germany). For transmission electron microscopy (TEM) examination, EV samples were applied to carbon-coated grids for 2 min, followed by two PBS washes. Post blotting and air-drying, the specimens were stained with 2% uranyl acetate for enhanced contrast and visualized using a Hitachi transmission electron microscope (Chiyoda City, Japan).

### 2.3. miRNA Sequencing and Analysis

Library construction of the miRNA sequencing was performed using a QIAseq miRNA library kit (Qiagen, Germantown, MD, USA) as per the manufacturer’s instructions. Three biological replicates were used for each group. Quality controls of the raw FASTQ files were included using the FastQC software (version 0.12). This step was followed by the trimming of adapters and low-quality bases using Trimmomatic (version 0.32) [19]. The processed reads were then mapped to the reference transcriptome using the gapped-aligner tool STAR (version 2.7.10b) [20] with the following parameters: outFilterMultimapNmax 10, outFilterMultimapScoreRange 0, outFilterScoreMinOverLread 0, outFilterMatchNmin 16, outFilterMatchNminOverLread 0, outFilterMismatchNmax 1, alignIntronMax 1, alignSJDBoverhangMin 1000, alignEndsType EndToEnd, and sjdbGTFfile microRNA.subset.of.GENCODE.V24.gtf. Sequencing depths were verified to ensure alignment with the established standards [21]. Post mapping, the aligned reads were assembled and quantified with the aid of StringTie (version 1.9) [22]. The differential expression analysis of the genes was executed using the DESeq2 software package (version 1.34) [23]. Initially, we imported the miRNA count matrix through tximport (version 3.18) and constructed the DESeqDataSe object [24]. The DESeq function was then applied to normalize the miRNA count data. Subsequently, the results of the differential expression analysis were obtained using the results function. miRNA location enrichment analysis was performed using the miEAA (version 2.0) platform with the RNALocate (version 2.0) database [25,26].

### 2.4. Phylogenetic Analysis

We focused on mature microRNAs that were significantly enriched (adjusted *p* value < 0.05) in cells (sEVs vs. cell, log_2_fold change < −1) or in sEVs (sEVs vs. cell, log_2_fold change > 1) for the phylogenetic analysis. First, we used CLUSTAL W (version 2.1) for multiple sequence alignments [27]. Then, we used a RAxML bootstrap to construct the phylogenic trees. Visualization of the phylogenic tree was performed with FigTree (v1.4.4) [28].

### 2.5. Motif Enrichment Analysis Using the Gene Set Enrichment Analysis (GSEA) Algorithm

For motif enrichment analysis, we created gene set files that encapsulated all potential permutations of nucleotide sequences (motifs) ranging in length from 4 to 7 bases. Motifs containing fewer than 6 genes are filtered out. Then, we established a ranked list of genes, ordered according to their log_2_fold change. This ranking was generated using DESeq2, facilitating a comparative analysis of the relative abundance of miRNAs in small extracellular vesicles (sEVs) versus their cellular counterparts. We then performed a pre-ranked GSEA analysis to identify specific motifs that demonstrated a pronounced tendency for either secretion into sEVs or retention within the cells [29].

### 2.6. RNA-Binding Protein Enrichment Analysis

For the enrichment analysis of RNA-binding proteins (RBPs), we utilized miRNA–RBP interaction data from the RNAInter database (version 4.0, http://www.rnainter.org/, accessed on 10 May 2023) [30]. We determined the frequency of RBPs interacting with either background or compartment-enriched miRNAs. To assess the significance of the observed versus expected frequency of these miRNA interactions, we applied the chi-squared test. Subsequently, we adjusted the *p* values to account for multiple tests. Finally, we identified the RBPs that were over-represented in sEVs or cellular compartments.

### 2.7. sEV miRNA Target Cell Type Prediction Analysis

For predicting target cell types of OSCC sEV miRNAs, we first acquired miRNA target mRNA information from the RNAInter database (version 4.0, http://www.rnainter.org/, accessed on 10 May 2023). Then, we constructed an miRNA–target mRNA network using Cytoscape (version 3.10.1) [31]. Subsequently, we acquired cell type-specific mRNAs from the CellMarker database (version 2.0, http://117.50.127.228/CellMarker/, accessed on 31 May 2023) [32]. Then, we employed a hypergeometric test to identify significant cell types associated with miRNA target mRNAs.

### 2.8. sEV miRNA Functional Enrichment Analysis

For functional enrichment analysis of OSCC sEV miRNAs, we used the miEAA (version 2.0) platform with the Kyoto Encyclopedia of Genes and Genomes (KEGG, version 2.0) database and Molecular Signatures Database (MSigDB) Hallmark datasets [29,33].

### 2.9. TCGA miRNA Expression Analysis

First, we downloaded the TCGA-HNSC miRNA expression and clinical data from the Genomic Data Commons Data Portal (GDC, https://portal.gdc.cancer.gov/, accessed on 5 July 2023) [34]. A *t*-test was used to compare the expression difference between the normal and tumor samples. A Kaplan–Meier curve and log-rank test were used in a survival analysis between the high- and low-expression subgroups. The cut-off point chosen for the survival analysis was the one yielding the lowest *p* values. For the analysis of miRNA expression across the TNM stages, we utilized the pathological T and N stages.

### 2.10. Statistical Analysis

The variances among the multiple groups were analyzed using a one-way ANOVA and post hoc Tukey test. An unpaired *t*-test was employed to evaluate any differences between the two groups. *p* < 0.05 was considered statistically significant. All statistical analyses were performed using GraphPad Prism software (version 10.1.1, Graph Pad Software Inc., La Jolla, CA, USA).

## 3. Results

### 3.1. Profiling the miRNA Secretome in OSCC sEVs

First, we isolated sEVs from two OSCC cell lines, CAL27 and SCC25, and then we characterized the sEVs using nanoparticle tracking analysis and transmission electron microscopy (Supplementary Materials Figure S1A). 

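Small RNA from whole cells and from sEVs of CAL27, an oral adenosquamous carcinoma cell line, and SCC25, an oral squamous cell carcinoma cell line, was sequenced with 3 libraries per group, 12 in all. The authors aligned the reads to the microRNA part of the GENCODE annotation with STAR, quantified them with StringTie, and provided a table of estimated counts without normalization. The table held 4801 features, in which a mature miRNA, its precursor hairpin and any further copy of either were separate features. Total counts per library ranged from 10628900 to 11509885 in CAL27 cells, from 3236526 to 5519697 in SCC25 cells, from 181973 to 265865 in CAL27 sEVs and from 202884 to 353960 in SCC25 sEVs. The median cell library was 33.5 times as deep as the median sEV library. A count of 0 allowed up to 0.261 to 0.927 CPM in a cell library and up to 8.48 to 16.5 in an sEV library, from the 3 counts that chance can miss, and these limits cover counting error only. Differences between sEVs and cells were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on 1722 features with at least 10 counts over the 12 libraries, with TMM normalization and the cell line as a term. Relative to cells, the median log2 fold change of all tested features was -0.43 under TMM, -0.02 with DESeq2's size factors and 0.24 with library size alone, so each fold change is to be read against that shift. On simulated counts at these depths the TMM setting made 147 calls, of which 45 were false, all 45 of them lower in sEVs, whereas DESeq2's size factors in the same fit made 111 calls, of which 4 were false.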

Then, we extracted total RNA from whole cells and sEVs and performed miRNA-seq (Figure 1A). After data preprocessing and abundance calculations, we identified a total of 2918 miRNAs. 

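Of the 4801 features in the count table, 2918 had at least 1 count in at least 1 of the 12 libraries. Mature features accounted for 1758 of the 2918 and the others were precursors. The number was 1915 when 1 count was required in all 3 libraries of a group and 1905 when 5 counts were required over them. With all libraries thinned to the depth of the smallest it was 1855.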

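In CAL27 sEVs 1397 features had at least 1 count in at least 1 of 3 libraries, and in SCC25 sEVs 1341 did. The 95% Wilson interval for the share of sEV features found in both lines was 60.6% to 65.3%. With each library left out in turn the share stayed between 59.9% and 63.0%.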

A total of 1680 miRNAs were detected within sEVs, with 62.98% (1058 miRNAs) being common to sEVs from both OSCC cell lines. In cellular miRNA profiling, a total of 2887 miRNAs were identified, with 66.81% (1528 miRNAs) shared between the two cell lines. 

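With at least 1 count in at least 1 of 3 libraries, 2700 features were detected in CAL27 cells and 2215 in SCC25 cells. Together these made 2837 features, of which 2078 were detected in both lines, a share of 73.2% with a 95% Wilson interval of 71.6% to 74.8%. The share moved most with thinning to the depth of the smallest library, where 717 of 1296 features, 55.3%, were detected in cells of both lines.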

Notably, a high percentage of miRNAs present in the CAL27 sEVs (95.42%, 1333/1397) and SCC25 sEVs (92.24%, 1237/1341) were also detectable in their respective cellular counterparts, as further detailed in Supplementary Figure S1B,C. Quantitative analysis of the miRNA secretome revealed distinct clustering patterns in the miRNA expression levels between cells and sEVs, as shown in Figure 1B. This unsupervised clustering resulted in the identification of four major miRNA clusters (C1–C4), each corresponding to sEVs with high enrichment in either of the two cell lines or sEVs. 

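The 95% Wilson intervals for these shares were 94.2% to 96.4% in CAL27 and 90.7% to 93.6% in SCC25. Of the sEV features without a count in the cells of the same line, 64 in CAL27 and 104 in SCC25, 50 and 83 had at most 3 counts in total. The feature with the highest total among them was hsa-mir-24-1 in both lines. After all libraries were thinned to the depth of the smallest, 779 of 1338 features of CAL27 sEVs, 58.2%, and 771 of 1197 features of SCC25 sEVs, 64.4%, were also detected in the cells. At that depth 1585 features were detected in sEVs.

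**Figure D1:**
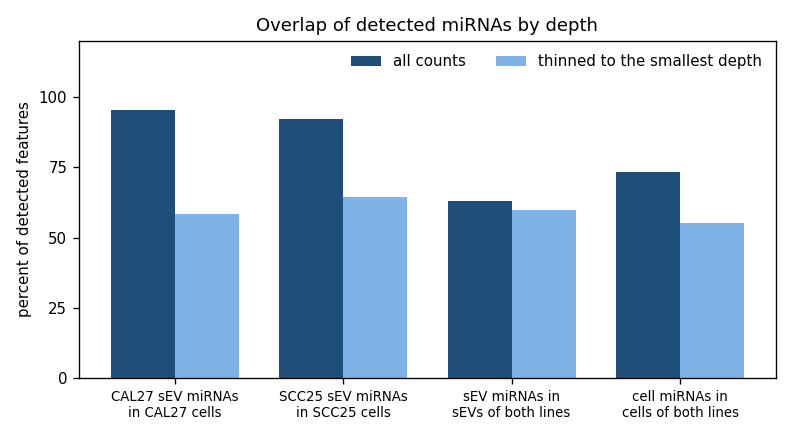
Percent of detected features shared between groups, with all counts (dark bars) and after thinning every library to the depth of the smallest (light bars). The share of CAL27 sEV features detected in CAL27 cells is 95.4% with all counts and 58.2% after thinning.

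In hierarchical clustering of log2 CPM, all 12 libraries fell with their compartment when split into 2 clusters, under every linkage and filter tried. Every cell library was deeper than every sEV library, and no thinned libraries were clustered. Compartment and depth could thus not be told apart in this split. Pearson correlations across features, which are not independent replicates, were 0.975 to 0.983 among CAL27 cell libraries, 0.947 to 0.964 among SCC25 cell libraries, 0.883 to 0.892 among CAL27 sEV libraries and 0.888 to 0.898 among SCC25 sEV libraries. Libraries of 1 line from different compartments correlated at 0.817 to 0.866.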

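With complete linkage and the 1722 tested features split into 4 clusters, the largest held 713 features with the highest mean scaled level in SCC25 cells, and the next held 616 with the highest in CAL27 cells. The other 2, the smallest with 170 features, were highest in CAL27 sEVs. The size of the largest cluster depended on the setting. It was 1347 with average linkage, 259 with filterByExpr, where 741 features were tested, and 1146 without CAL27 sEV replicate 2. With Ward linkage each of the 4 groups was the highest in 1 cluster, and their sizes were 828 for CAL27 cells, 474 for SCC25 cells, 211 for CAL27 sEVs and 209 for SCC25 sEVs. Split into 4 clusters, 9 of the 12 libraries fell with their own group under complete linkage and 12 under Ward linkage.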

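Of the loci examined on GRCh38, MIR24-1 lies on chromosome 9 from 95086021 to 95086088 and MIR24-2 on chromosome 19 from 13836287 to 13836359, and the mature hsa-miR-24-3p has the sequence UGGCUCAGUUCAGCAGGAACAG. The feature hsa-mir-24-1 had 0 counts in all 6 cell libraries, 133 to 204 counts in CAL27 sEVs and 170 to 364 in SCC25 sEVs, at least 1597-fold higher in sEVs. This and the other folds given as at least a value compare mean CPM on library totals, without TMM. Only the group at the floor is bounded, and the other group enters at its observed mean. The feature hsa-mir-24-2 had a log2 fold change of -2.0 (standard error 0.21, adjusted p = 1.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and its CPM was lower in all 6 sEV libraries than in the cells of the same line. For hsa-miR-24-3p itself the log2 fold change was -0.15 (standard error 0.24, adjusted p = 0.70 from the same test), and 0.28 with DESeq2's size factors. A further copy of this mature feature, with 0 counts in all cell libraries, had 0.255 to 0.263 times the counts of hsa-miR-24-3p in the sEV libraries, and the sum over both had a log2 fold change of 0.18 (standard error 0.25, adjusted p = 0.63 from the same test).

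**Figure D2:**
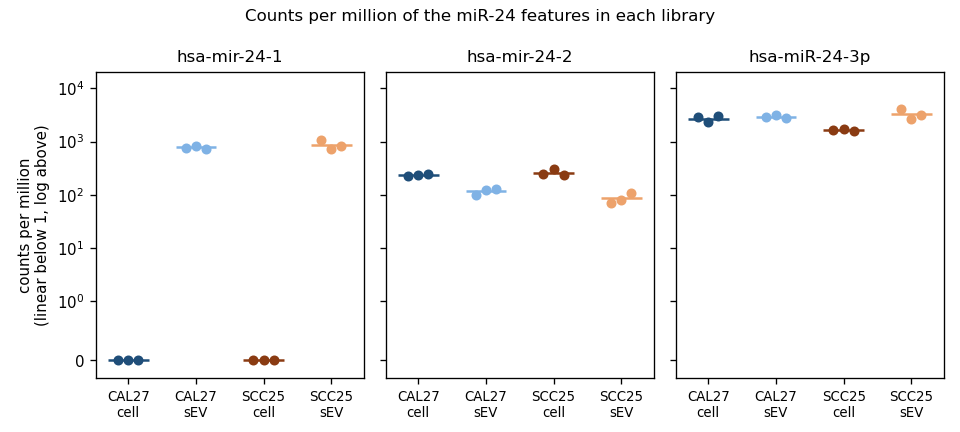
CPM of hsa-mir-24-1, hsa-mir-24-2 and hsa-miR-24-3p in each of the 12 libraries (points) with the mean of each group (lines), on an axis that is linear below 1 and logarithmic above. hsa-mir-24-1 is at 0 in all 6 cell libraries.

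MIR103B1, on chromosome 5 from 168560904 to 168560965, lies on the strand opposite MIR103A1. The feature hsa-miR-103b_1 had 0 counts in all 6 cell libraries and 33 to 86 in the sEV libraries, at least 401-fold higher in sEVs, while hsa-miR-103a-3p had a log2 fold change of -1.90 (adjusted p = 5.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Summed over the 4 mature features of miR-103a and miR-103b, the log2 fold change was -1.49. MIR127 lies on chromosome 14 from 100882979 to 100883075, and hsa-miR-127-3p had a log2 fold change of 7.70 (standard error 0.68), with 0 to 6 counts in the cell libraries and 4 to 27 in the sEV libraries.

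For the precursor features of miR-181a, on chromosomes 1 and 9, the log2 fold changes were -2.90 for hsa-mir-181a-1 (standard error 0.21, adjusted p = 4.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -3.24 for hsa-mir-181a-2 (standard error 0.26, adjusted p = 5.8e-07 from the same test). The mature hsa-miR-181a-5p had a log2 fold change of -0.14 (adjusted p = 0.63 from the same test), which was 0.28 with DESeq2's size factors. In CAL27 cells the summed precursor features had 39172 to 51774 counts, against 58969 to 70460 for the summed copies of hsa-miR-181a-5p. A precursor feature spans its mature sequence, so these counts do not by themselves measure precursor RNA. How reads were divided between precursor and mature features was not tested. MIR7974 lies on chromosome 19 from 11495544 to 11495622 in an intron of ZNF653, and hsa-miR-7974 had 3095 to 4540 counts in CAL27 cells, 987 to 1632 in SCC25 cells and at most 1 in any sEV library, at least 26.1-fold lower in sEVs.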

The miRNAs most significantly enriched in the sEVs included hsa-mir-24-1, hsa-miR-103b, and hsa-miR-127, while those most significantly retained within cells were hsa-mir-181a, hsa-miR-7974, and hsa-mir-24-2 (Supplementary Table S1). Cellular compartment enrichment analysis against the RNAlocate database showed that the C1 and C2 clusters are mainly located in microvesicles and circulating compartments (Supplementary Figure S1D). Additionally, ranking genes based on the ratio of their expression levels between sEVs and cells highlighted miRNAs with either a propensity for high secretion or retention within cells (Supplementary Figure S1E). 

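Among the features with the smallest p values, hsa-mir-1246 had at most 1 count in any cell library and 2 to 15 in the sEV libraries, at least 48.6-fold higher in sEVs. The feature hsa-mir-4521 had 306 to 560 counts in the cell libraries and at most 1 in any sEV library, at least 6.02-fold lower in sEVs. Across the 1369 ranked features with a sequence, the log2 fold change fell with mean expression (Spearman's rho -0.42, across features, which are not independent replicates).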

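Of the mature miRNAs with an adjusted p under 0.05 and an absolute log2 fold change above 1, 179 distinct sequences were compared, 79 higher and 100 lower in sEVs. By the cosine distance of 3-base counts, the nearest other sequence was enriched in the same compartment for 64.5% of them, against 50.4% on average when the compartments were permuted (one-sided permutation test with 10000 draws, p = 0.0005). With 1 sequence per family number, which left 140, the share was 62.1% (p = 0.010 from the same permutation test). Without CAL27 cell replicate 1 it was 58.8% (permutation p = 0.047). The alignment and tree of the methods were not repeated here.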

The choice of destination for the miRNAs seems not to be randomly chosen, with the phylogenetic analysis showing that the highly secretory miRNAs and miRNAs retained in cells clustered together (Supplementary Figure S1F). These findings underscore the complexity of the miRNA distribution in OSCC, indicating that while a substantial proportion of cellular miRNAs are able to be secreted into sEVs, only a select few are significantly enriched within these vesicles.

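Of the 1722 tested features, 159 were higher and 225 lower in sEVs at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With DESeq2's size factors in the same fit 203 were higher and 119 lower, and with library size alone, the setting that moved the split most, 247 and 82. All 159 features called higher were also called under both, which move the median log2 fold change up, and of the 225 called lower 119 and 82 were. After thinning to the depth of the smallest library, where 695 features were tested, 78 of the 159 and 62 of the 225 were called, a setting chosen after the data were seen.

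**Figure D3:**
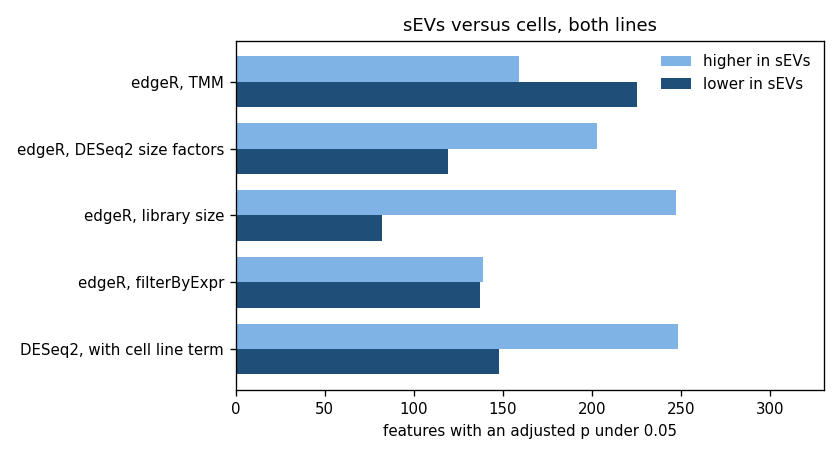
Number of features with an adjusted p under 0.05 that were higher (light bars) or lower (dark bars) in sEVs than in cells of both lines, under 5 settings of the test. The split goes from 159 and 225 with TMM to 247 and 82 with library size.

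Within CAL27 162 features were higher and 252 lower in sEVs, and within SCC25 148 and 248, against 224 and 186 and 229 and 172 with DESeq2's size factors. A difference between the lines was called for 334 features, of which 158 changed more toward sEVs in SCC25 and 176 in CAL27. Which side is larger depends on the setting. It was CAL27 with library size (112 and 215), no filter (134 and 153) and filterByExpr (188 and 197), and SCC25 with DESeq2's size factors (170 in CAL27), mature features only (128 and 99), summed copies (153 and 146), DESeq2 with the same design (195 and 193), the replicate block (144 and 141), and, in 2 settings chosen after seeing the data, after thinning (121 and 114) and with 1 subtracted from every count (206 and 128). It also depends on single libraries, with 182 and 129 without CAL27 sEV replicate 1, 178 and 131 without SCC25 sEV replicate 1, and 192 and 129 without SCC25 sEV replicate 3. The paper reads these findings as a sign that many cellular miRNAs can enter sEVs while few are enriched there.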

### 3.2. RNA Motifs for miRNA Secretion or Retention

Recent studies have shown that miRNA secretion into sEVs is governed by certain RNA motifs and RNA-binding proteins [35,36]. In order to identify key motifs associated with miRNA secretion into sEVs or retention within cells, we performed a motif enrichment analysis using GSEA. 

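Each feature was given the sequence listed for it in Supplementary Table S1, which left 1369 of the 1722 tested features, and every motif of 4 to 7 bases held by at least 6 of them was tested. Preranked GSEA was run on the log2 fold change with 1000 random sets of the same size per motif, and p values were adjusted over all motifs of the same length. A normalized enrichment score above 0 means that features with the motif lie toward sEVs and a score below 0 that they lie toward cells. On simulated rankings all 10 planted motifs were called on the right side, and 5 shuffled rankings gave 0 calls. Shuffling features is not the same as splitting libraries. Of 100 splits of the 12 libraries, 42, the real one included, gave as many calls as the 13 reported below, with up to 197.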

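Of 7909 motifs, 6 were called toward sEVs and 7 toward cells at an adjusted p under 0.05, and 222 and 497 had an unadjusted p under 0.05. All of the called motifs had 6 or 7 bases. No motif of 4 bases was called, with 2 toward sEVs and 24 toward cells at an unadjusted p under 0.05, and none of 5 bases, with 23 and 70. The highest scores toward sEVs were 1.34 for UAUC, 1.72 for ACGGU, 2.02 for UAGGAC and 1.99 for GGUUGAG. The ranking by the signed square root of the F statistic gave 5 and 40, with 236 and 781 unadjusted. The DESeq2 ranking gave 0 and 32, with 402 and 242 unadjusted, and DESeq2 without the cell line term and the filter, chosen after the data were seen, 7 and 34, with 607 and 232 unadjusted, so which side has more motifs at an unadjusted p under 0.05 depends on the ranking.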

We compared the motifs of miRNAs present in sEVs with those of cellular miRNAs. 

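The motif GCGC was held by 109 ranked features, of which 46 were higher in sEVs, and 9 were called higher and 11 lower. Its normalized enrichment score was -1.04 (adjusted p = 0.866 over the 256 motifs of its length), rank 163 toward sEVs. Scores were -1.18 for GCGU, -0.90 for GCGCG, -1.14 for GGCGCG and -1.56 for GGAGCUG (adjusted p = 0.356). The methods rank by DESeq2 without naming a design. With the features ranked by DESeq2 with the cell line term and the filter, the scores were 1.03 for GCGC, 0.96 for GCGU, 1.2 for GCGCG and for GGCGCG. Without the cell line term and the filter, a ranking chosen after the data were seen, they were 1.13, 1.30, 1.61 and 1.72, and 1.61 for GGAGCUG.

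**Figure D4:**
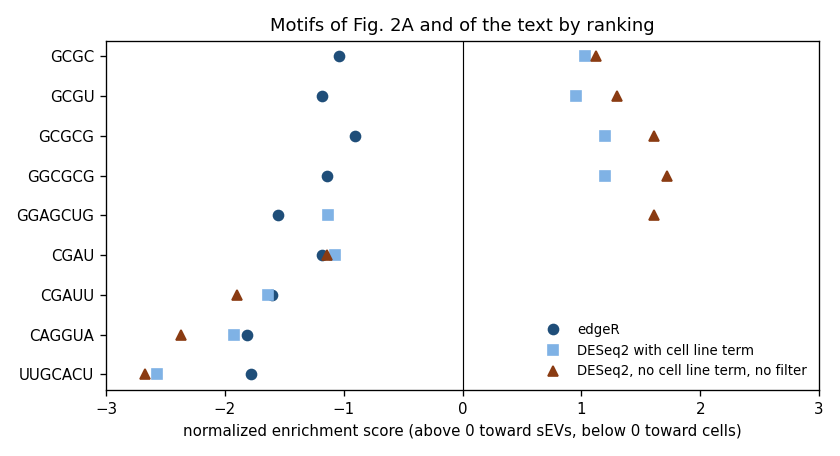
Normalized enrichment scores of 9 motifs under 3 rankings of the features, with scores above 0 toward sEVs and below 0 toward cells. GCGC lies at -1.04 in the edgeR ranking (circles) and at 1.03 in the DESeq2 ranking with the cell line term (squares).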

As shown in Figure 2A, the core motif “GCGC” is predominantly associated with miRNA secretion into sEVs. The core motif “CGAU” is predominantly associated with miRNA retention in cells. miRNAs containing these core motifs (such as hsa-miR-10394-3p and has-miR-5787) were found to be enriched either in cells or sEVs (Figure 2B). 

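The motif CGAU was held by 49 ranked features, of which 18 were higher in sEVs, and its normalized enrichment score was -1.18 (adjusted p = 0.677). The longer motifs CGAUU, CAGGUA and UUGCACU scored -1.61, -1.81 and -1.78, with an adjusted p of 0.224 for CAGGUA and 0.116 for UUGCACU. Whether the last 2 passed 0.05 depended on the setting. UUGCACU did with the DESeq2 ranking, the signed square root of F (0.041), filterByExpr (0.0043) and copies given a sequence (0.045). It also did without CAL27 cell replicate 2 (0.048). CAGGUA did with filterByExpr and without SCC25 sEV replicate 3 (0.015). Camera, an alternative to GSEA, called no motif. Of the features named, hsa-miR-10394-3p, whose sequence UGGGCGCGCCGGGACUGUGAGAC contains GCGCG, had at most 2 counts in any cell library and 0 to 6 in the sEV libraries, at least 15.6-fold higher in sEVs. Without CAL27 sEV replicate 2 none of its counts exceeded 3, so no fold can be given. The feature hsa-miR-5787, on chromosome 3 from 50227436 to 50227490, had 1 count in each of 3 SCC25 sEV libraries and 0 in the other libraries, under the minimum for testing. Of the 10 motifs of 5 bases shown for each side in Fig. 2B, 8 toward sEVs and 9 toward cells lay on the same side in the edgeR ranking, and 0 had an adjusted p under 0.05.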

Further analysis of cell-line-specific motifs showed that each cell line possesses their own sEV-sorting and cell retention motifs (Supplementary Figure S2A,B). 

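In CAL27, 12 motifs were called toward sEVs and 9 toward cells, with 214 and 626 at an unadjusted p under 0.05. In SCC25, 5 were called toward sEVs and 23 toward cells, with 244 and 671 unadjusted. With the DESeq2 ranking of each line the numbers were 2 and 216 in CAL27, with 521 and 452 unadjusted. In SCC25 they were 2 and 54, with 479 and 405 unadjusted. In each line, the side with more motifs at an unadjusted p under 0.05 thus depends on the ranking. The highest scores toward sEVs among motifs of 6 bases were 2.20 for UGAGAG in CAL27 and 2.19 for CAGUAG in SCC25. Whether a motif's score differed between the lines was not tested.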

The diversity of sEV-sorting sequences may be due to the available RNA-binding proteins (RBPs) that might mediate miRNA sorting into sEVs. In order to identify possible RBPs responsible for miRNA sEV sorting in OSCC cell lines, we conducted miRNA–RBP interaction enrichment analysis on miRNAs enriched in either cells or sEVs. The top 10 most enriched (observed vs. expected) RPBs are shown in Figure 2C. Some RBPs have been established as miRNA-sorting proteins (such as ALYREF1) [36]. We also found previously unreported RBPs (such as NOP58, DKC1, etc.). These results indicate that miRNA sorting in OSCC cells may be regulated by RBPs and the corresponding miRNA motifs.

### 3.3. Functional Annotation of the sEV miRNAs

In order to discover the functional impact of these secretory miRNAs, it is helpful to know the target cell types of the sEV miRNA. We hypothesized that miRNAs targeting mRNAs is enriched in certain cell types. By analyzing the cell types of the enriched mRNA targets, we can infer what cell types those sEVs are targeting. We classified miRNAs significantly enriched in sEVs (adjusted *p* value < 0.05 and log_2_fold change >0) as sEV secretory miRNAs. Additionally, miRNAs significantly enriched in cells (adjusted *p* value < 0.05 and log_2_fold change < 0) were classified as cell retention miRNAs. 

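Of the 159 features called higher in sEVs, 51 had at most 3 counts in every sEV library, 34 had at most 1, and 66 had at most 3 counts in every cell library. Supplementary Table S1 lists 253 features as higher, the paper's number, and 138 of these were among the 159. With DESeq2 and the same design 248 were called, 151 of them among the 159, and 192 of the 253 were shared with Table S1. DESeq2 without the cell line term and the filter, a setting chosen after the data were seen, called 261 and shared 250 of the 253, with a Pearson correlation of 0.9999997 with the log2 fold changes of Table S1 over 1634 features, which are not independent replicates.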

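Supplementary Table S1 lists 111 features as lower, the paper's number, and 110 of these were among the 225 called lower in sEVs here. Of the 225, 50 had at most 3 counts in every sEV library. With DESeq2 and the same design 148 were called lower, 146 of them among the 225. DESeq2 without the cell line term and the filter called 113 and shared all 111 with Table S1. No feature was called in opposite directions in Table S1 and here, over 1442 features tested in both.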

First, we employed a network analysis of sEV-enriched miRNAs and their target mRNAs (Figure 3A). Then, we performed a hypergeometric analysis of the target mRNAs in the CellMarker database (Supplementary Table S2). The results showed that most of the enriched cell types included several types of immune cells (such as NK cells, regulatory T cells and dendritic cells), cancer stem cells, mesenchymal cells and dental pulp stem cells. Among them, the most significant cell type was NK cells (Figure 3B). The detailed analysis showed that most miRNAs enriched in OSCC sEVs target mRNAs abundant in NK cells (Figure 3C). The KEGG pathway enrichment analysis showed that these target mRNAs were mainly targets of miRNAs abnormally expressed by cancer cells (Supplementary Figure S3A). The molecular function enrichment analysis showed that the most significant functions of these target mRNAs were TGF-β signaling, apoptosis and adipogenesis (Supplementary Table S3). These results indicate that NK cells and other immune cells may be the primary targets of OSCC sEVs.

### 3.4. Clinical Relevance of the Identified OSCC sEV miRNA Signatures

To assess the clinical relevance of the OSCC sEV secretory miRNA signatures, we analyzed publicly available miRNA expression data from the TCGA-HNSC dataset, which are predominantly composed of data from oral squamous cell carcinoma. Our analysis revealed that sEV secretory miRNAs are more abundant in tumor tissues compared to cell retention miRNAs (Figure 4A). Interestingly, paired normal mucosa demonstrated a higher expression of sEV secretory miRNAs and a reduced expression of cell retention miRNAs (Supplementary Figure S4A). A notable association was observed between the elevated levels of sEV secretory miRNAs and advanced pathological N stages, with the highest expression noted at the pN2 stage. This correlation was not evident with cell retention miRNAs (Figure 4B and Figure S4B). Further analysis showed that although no significant differential expression of sEV secretory miRNAs was observed between clinical N0 and N1-3 stages, their expression was significantly higher in clinically non-metastatic but pathologically metastatic (occult metastasis) patients (Figure 4C). Furthermore, our study found no correlation between the expression of sEV secretory or cell retention miRNAs with the pathological T stages of OSCC (Figure 4D and Figure S4C). Additionally, the sEV secretory miRNA signature was significantly correlated with a poorer prognosis in patients. While the cell retention miRNA signature was correlated with a better prognosis in patients, the result was not statistically significant (Figure 4E). We validated our sEV secretory miRNA signature in additional OSCC datasets, GSE216630 (Supplementary Figure S4D) [37]. Collectively, these findings indicate a positive correlation of secretory miRNAs with lymph node metastasis and a poorer prognosis. Secretory miRNA expression profiles also have potential use in distinguishing between occult metastatic and non-metastatic disease states.

## 4. Discussion

Profiling miRNA secreted by tumor cells into small extracellular vesicles and those retained within cells is crucial for understanding the intercellular communication between tumor cells and the surrounding microenvironment. Recent research has demonstrated that a selective subset of miRNAs expressed in cells is preferentially enriched in sEVs [36]. Additionally, our profiling has shown a similar pattern with other studies regarding miRNAs in tumor-derived small extracellular vesicles [37,38]. This selective secretion process involves specific RNA-binding proteins that facilitate miRNA incorporation into sEVs [35,36]. The concept of ‘sEV secretory miRNAs’ arises from these observations, though the mechanisms governing miRNA sorting into sEVs remain incompletely understood. Possible mechanisms include nSMase2-, RBP-, poly(U)- or miRISC-dependent pathways [39]. Emerging evidence suggests that a core GGAG motif plays a pivotal role in miRNA sorting into sEVs. Engineering an miRNA with this nucleic acid motif can enhance its incorporation into sEVs [36,39,40]. 

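In the CAL27 ranking GGAG was held by 322 features and had a normalized enrichment score of 1.21 (permutation p = 0.016, adjusted p = 0.497), rank 3 of 256 motifs of 4 bases toward sEVs. The highest was GGGG, with 1.44. Without CAL27 cell replicate 1 the score of GGAG was -0.94.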

Our research further corroborates the significance of the GGAG motif, identifying it as the most prominent 4-mer motif in CAL27 sEV-sorting motifs. Additionally, GGAG forms part of the 6-mer CAL27 sorting motif CGGAGC and the 7-mer motif GGAGCUG, common to both CAL27 and SCC25 sEVs. 

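In CAL27 the motif CGGAGC, held by 14 features, scored -1.28 (adjusted p = 0.626), and 1.92 with the DESeq2 ranking. The motif GGAGCUG, held by 11 features, scored -1.54 in CAL27 (adjusted p = 0.372) and -1.31 in SCC25 (adjusted p = 0.544).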

The top 10 5-mer common sorting motifs, including GGAGC, also feature this core GGAG sequence. 

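Over both lines GGAGC was held by 79 features and scored 1.06 (adjusted p = 0.959), rank 110 of 1022 motifs of 5 bases toward sEVs. It ranked 4 with DESeq2 without the cell line term and the filter, a setting chosen after the data were seen. With each library left out in turn the score ranged from -1.15, without CAL27 sEV replicate 2, to 1.13. The paper regards the GGAG motif as important and leaves the specific role of these motifs in sorting open.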

The specific role of these motifs in miRNA sorting into sEVs is still under investigation, but existing evidence points towards a link to RNA-binding proteins. Known RBPs implicated in this process include hnRNPA2B1, Lupus La, Ybx1, and Alyref [35,36,41]. Our analysis identified Alyref as one of the enriched RBPs, but not other reported RBPs. We also identified LARP4, a La-related protein (LaRP) like Lupus La (also known as LARP3), suggesting novel participants in miRNA sorting into sEVs. 

Research has established that small extracellular vesicles (sEVs) are not uniformly distributed within the circulatory system or the microenvironment, exhibiting a preference for specific target cells [42,43]. sEVs are composed of a diverse array of proteins, lipids, and RNAs. One important side of the functionality of sEVs is attributed to their surface proteins. In contrast, miRNAs within sEVs become functional only upon uptake by recipient cells. While the target cells of sEV surface proteins can be inferred based on their interactions with receptors or ligands (e.g., PD-L1 to PD-1), predicting the target cells for miRNAs is more challenging. This aspect of sEV-mediated communication remains largely underexplored. To address this gap, our study employed a computational approach to predict the target cells of miRNAs based on the cell-type specificity of their target mRNAs. This method offers a novel approach for deducing potential target cells from the miRNA content of sEVs. However, these findings are preliminary and theoretical, and further extensive experimental validation is needed to confirm their accuracy and biological relevance.

Tumor cells tend to secrete more sEVs than normal cells [44]. This increased secretion has been shown to promote various malignant behaviors in tumors. The miRNAs within these sEVs are encapsulated in bi-layered lipid structures, providing them with resistance to the abundant nucleases present in the circulatory system and thus a prolonged half-life [45]. Studies have indicated that tumor-derived sEVs can navigate through lymphatic vessels and become internalized by diverse cell types within lymph nodes [46]. This could lead to the formation of pre-metastatic niches, potentially facilitating tumor metastasis [46,47]. Indeed, we found a unique OSCC sEV secretory miRNA signature that positively correlated with lymph node metastasis. Interestingly, we observed that sEV secretory miRNA expression was not significantly upregulated in clinically diagnosed lymph node metastasis, but it was markedly elevated in cases of pathologically confirmed metastasis. This suggests that the expression levels of sEV secretory miRNAs could serve as a discriminative marker, differentiating actual lymph node metastasis from false-positive clinical diagnoses. Furthermore, increased sEV secretory miRNA expression in patients clinically classified as node-negative (cN0) may indicate the presence of occult lymph node metastasis, underscoring the potential of these biomarkers in cancer diagnostics and prognostics. Mechanistically, EMT plays a pivotal role in the progression of cancer metastasis, allowing epithelial tumor cells to behave like mesenchymal cells, thereby enhancing their mobility and invasive capabilities. miRNAs in tumor-derived sEVs are known to trigger EMT in OSCC cells through the inhibition of epithelial marker genes and the induction of mesenchymal marker genes [48]. Furthermore, sEV miRNAs could induce angiogenesis, thereby promoting the development of new blood vessels that support tumor expansion and the spread of tumor cells [49]. sEVs also play a crucial role in establishing pre-metastatic niches at distant sites by modifying the local microenvironment to favor the settlement of metastasizing tumor cells [50]. Moreover, miRNAs associated with sEVs can modulate the immune landscape within the tumor microenvironment, facilitating OSCC cells to evade immune surveillance. This is achieved by specific miRNAs that can inhibit the activity of immune cells, such as T cells and natural killer cells, or drive macrophages towards a phenotype that supports tumor growth [51,52,53].

This study has certain limitations that need to be considered. Firstly, the results are derived from only two OSCC cell lines, which may not fully represent the heterogeneity of OSCC. The histological types of these cell lines are limited to adenosquamous and squamous cell carcinoma, which do not represent the full range of histological variations in OSCC. Our in vitro monolayer culture method is not able to replicate the intricate, multi-cellular tumor microenvironment. Additionally, while the findings offer valuable insights into miRNA dynamics in OSCC, the exact biological implications and mechanisms underlying these observations need functional validation in animal models and larger patient cohorts, particularly their contribution to tumor progression, metastasis and prognosis. Moreover, while we discovered several motifs associated with miRNA sorting into sEVs, experimental validation involving site mutation of the motifs needs to be conducted. The use of small extracellular microRNAs as biomarkers is challenged by issues such as specificity, sensitivity, lack of standardized protocols, and biological variability, all of which complicate their detection, quantification, and interpretation in disease diagnosis and monitoring [54]. Another limitation is that our in silico predictions of the target cell types for sEV miRNAs might not accurately reflect real-life in vivo conditions. Therefore, experimental validation is necessary to confirm the predicted target cells.

The emerging field of small extracellular vesicle (sEV) research has significantly advanced our understanding of tumor biology and intercellular communication. The selective secretion of miRNAs into sEVs by tumor cells, as well as their specific targeting to certain cells, highlights a complex mechanism of intercellular signaling that plays a critical role in cancer progression. The discovery of specific motifs that influence sEV sorting underscores the nuanced nature of these processes. Biological studies, together with clinical research, will lead to improved diagnostic and prognostic tools in oncology, enhancing our ability to effectively detect and treat cancer.

## 5. Conclusions

In this investigation, we employed miRNA sequencing to analyze both cellular and small extracellular vesicle miRNAs derived from OSCC cell lines. We employed a series of analyses to delineate miRNA expression profiles and discover the association between sEV-derived miRNA expression levels and various biological and clinicopathological features. We identified a distinct, highly selective subset of miRNAs in OSCC cell lines. Moreover, the motif analysis suggested that this selectivity could be attributed to the motif-binding activities of RNA-binding proteins. Network and target cell prediction analyses revealed that sEV-derived miRNAs in OSCC predominantly target immune cells, including natural killer cells, regulatory T cells, and dendritic cells. Additionally, analysis of miRNA expression data from the TCGA-HNSC dataset demonstrated that the signature of the OSCC-derived sEV miRNAs was significantly associated with lymph node metastasis and an adverse prognosis.

## Figures and Tables

**Figure 1:**
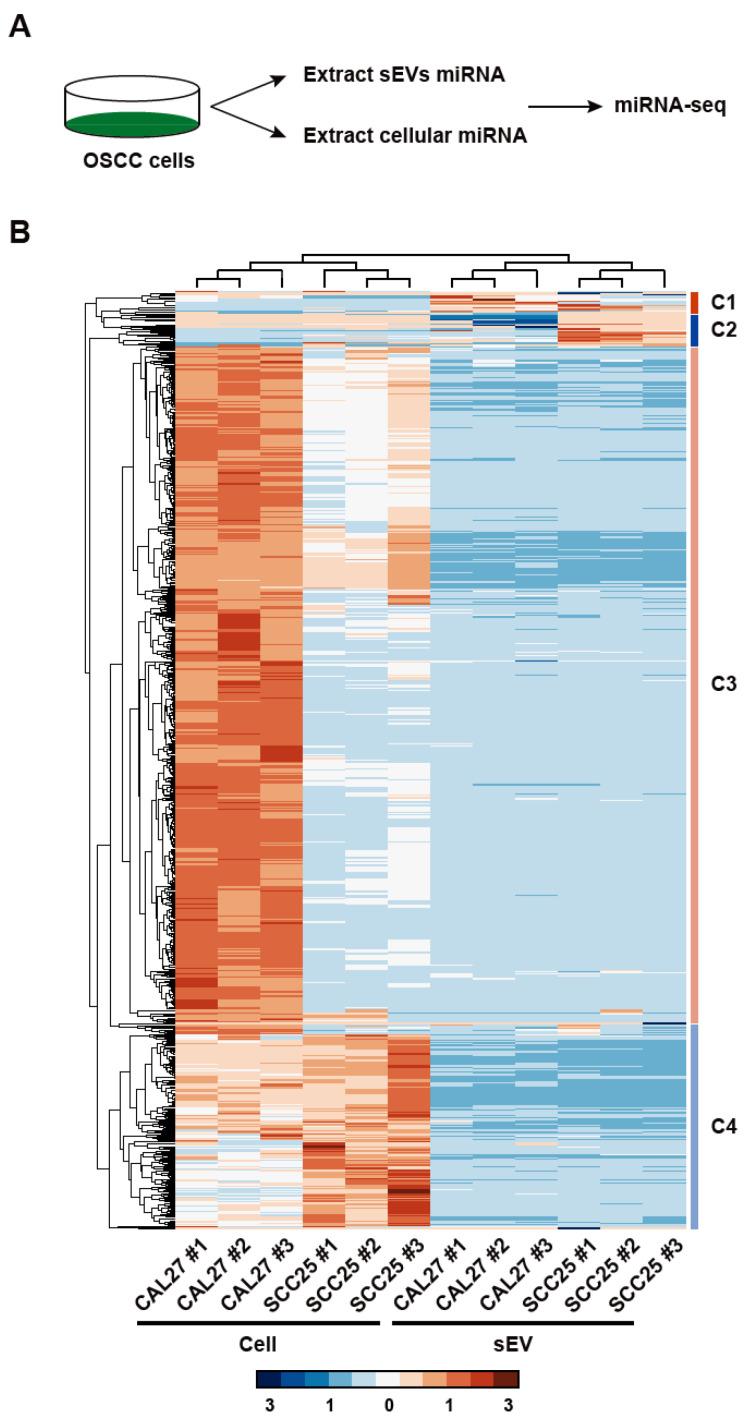
Analysis of the miRNA profiles in OSCC cells and sEVs. (**A**) Schematic representation of the experimental workflow. miRNA was extracted from OSCC cells and sEVs, followed by miRNA sequencing to compare the miRNA profiles between the cells and sEVs. (**B**) Heatmap illustrating the differential miRNA expression profiles in OSCC cell lines (CAL27 and SCC25) and their corresponding sEVs. Each row represents a unique miRNA, and each column represents a sample from either the cellular miRNA or sEV miRNA. The scale bar at the bottom indicates the expression level of the miRNAs. The dendrogram on the left clusters miRNAs into four main groups (C1 to C4). The dendrogram on the top clusters the samples according to their miRNA expression similarity.

**Figure 2:**
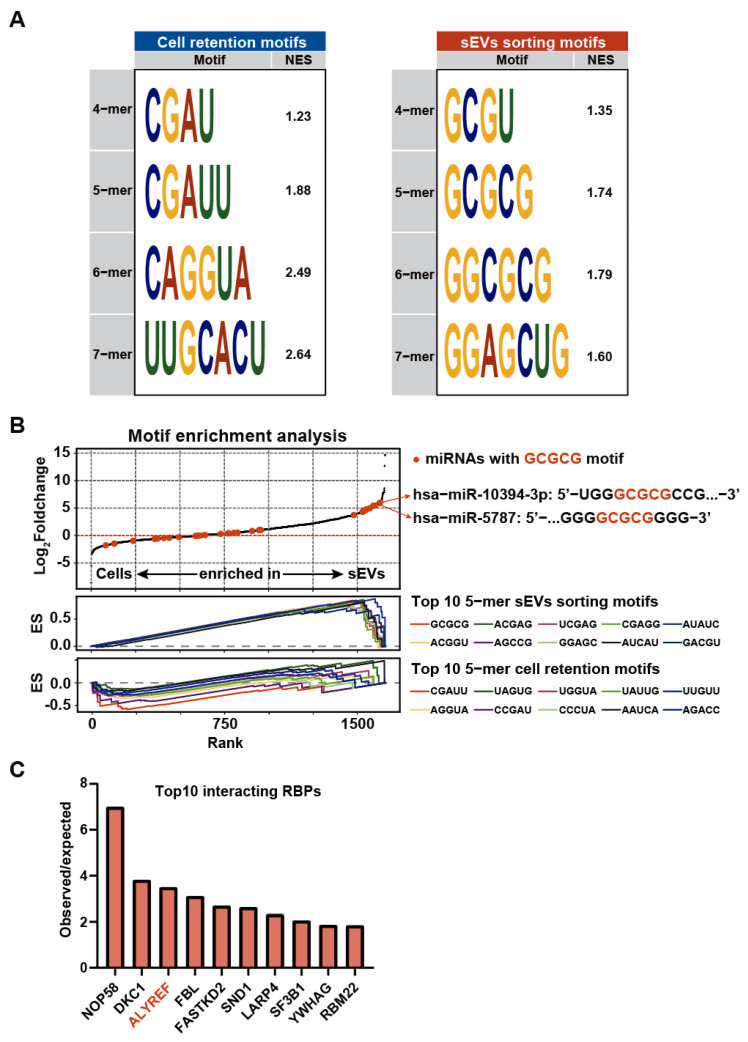
Motif enrichment analysis of secretory and cellular miRNAs. (**A**) Motifs enriched in miRNAs retained in OSCC cells or sorted into sEVs. The left panel shows 4-mer to 7-mer cell retention motifs. The right panel shows sEV 4-mer to 7-mer sEV-sorting motifs. The normalized enrichment score (NES) is provided for each motif, indicating the degree of enrichment for each motif. (**B**) The top graph shows the log_2_fold change in miRNA expression. The red dots represent miRNAs containing the GCGCG motif. The middle and bottom graphs show the running enrichment scores of the top 10 5-mer sEV-sorting and cell retention motifs, respectively. Each motif is represented by a different colored line, illustrating the motif distribution across the ranked miRNAs. (**C**) The top 10 enriched RBPs of the secretory miRNAs.

**Figure 3:**
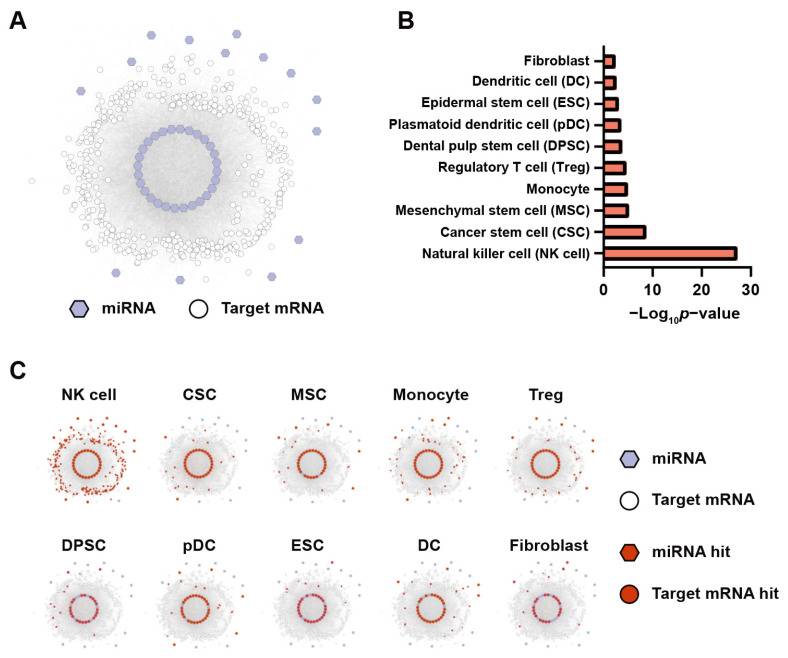
Analysis of sEV-enriched miRNA target mRNAs and their cell type enrichment. (**A**) A network plot representing sEV-enriched miRNAs (blue hexagons) and their target mRNAs (white circles). (**B**) A bar graph showing the cell type enrichment analysis. −Log_10_*p* value indicates the significance of the association between the target mRNAs and the specific cell types based on the CellMarker database. (**C**) The network plot displays the detailed miRNAs and their target mRNAs involved in each cell type, as denoted in red. Each subplot corresponds to a different cell type.

**Figure 4:**
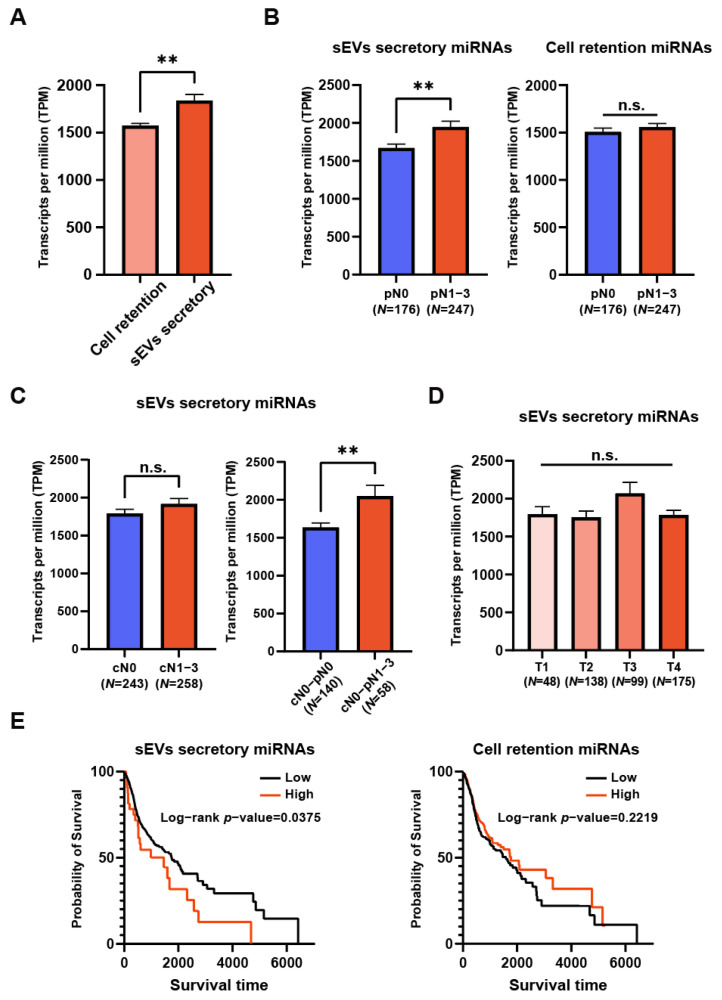
The clinical relevance of sEV secretory and cellular retention miRNAs in the TCGA-HNSC dataset. (**A**) Comparison of the expression levels revealed that sEV secretory miRNAs were significantly more highly expressed in tumor samples compared to cell retention miRNAs. ** *p* value < 0.01. (**B**) The expression levels of sEV secretory and cell retention miRNAs in patients with (N0) or without (N1-3) lymph node metastasis. ** *p* value < 0.01. n.s. not significant. (**C**) The expression levels of sEV secretory miRNAs across patient groups. ** *p* value < 0.01. n.s. not significant. (**D**) The expression levels of sEV secretory and cell retention miRNAs in patients with different tumor stages (T1-T4). n.s. not significant. (**E**) The Kaplan–Meier survival plots of sEV secretory and cell retention miRNAs, grouped by low and high expression levels.

## Data Availability

The miRNA-seq data presented in this study were deposited in the Gene Expression Omnibus (GEO) repository (accession number: GSE254937).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/biom14020224/s1, Figure S1: Analysis of miRNA profiles in OSCC cells and sEVs. (**A**) TEM images and NTA analysis of sEVs extracted from CAL27 and SCC25. Scale bar represents 100 nanometers. (**B**) Venn diagram showing the overlap and specificity of miRNAs between CAL27 cells, CAL27-derived sEVs, SCC25 cells, and SCC25-derived sEVs. The total number of identified miRNAs is shown. (**C**) Pie charts comparing the percentage of shared and cell line-specific miRNAs in cells and sEVs. The left pie chart represents the distribution of miRNAs in sEVs. The right pie chart represents the distribution of miRNAs in cells. (**D**) UpSet plot shows the RNA location enrichment analysis of C1 and C2 group miRNAs. (**E**) Ranked plot showing the fold-change of miRNA abundance in sEVs versus cells. The x-axis represents the rank of miRNAs based on differential abundance; the y-axis shows the log-transformed fold-change (sEVs vs cells). The highlighted yellow area indicates miRNAs with significant differential expression. (**F**) Phylogenetic tree displaying the clustering of miRNAs based on their sequence homology. sEVs miRNAs were colored in red and cellular miRNAs were colored in blue. Orange block denotes sEVs miRNAs dominant clusters and blue block denotes cellular miRNA dominant clusters. Motif enrichment analysis of secretory and cellular miRNAs specific to CAL27 and SCC25. Figure S2: (**A**) Motifs enriched in miRNAs retained in OSCC cells or sorted into sEVs, specific to CAL27 and SCC25, respectively. Normalized enrichment score (NES) is provided for each motif, indicating the degree of enrichment of each motif. (**B**) Running enrichment score plot of top 10 5-mer sEVs sorting and cell retention motifs, respectively. Red dots represent miRNAs containing a specific motif. Each colored line illustrates one of the top motif distributions across the ranked miRNAs. Figure S3: Functional enrichment analysis of sEVs miRNAs. (**A**) KEGG pathway enrichment analysis of sEVs miRNAs. (**B**) Molecular function enrichment (MSigDB Hallmark) analysis of sEVs miRNAs. Bars represented −log_10_*P*-value, indicating the significance of each pathway’s enrichment. Lines showed the corresponding odds ratio for each pathway. Figure S4: Clinical relevance of sEVs secretory and cellular retention miRNAs in TCGA-HNSC dataset. (**A**) Expression levels of sEVs secretory and cell retention miRNAs in normal and tumor tissues. **** *p*-value < 0.0001. (**B**) Expression levels of sEVs secretory and cell retention miRNAs in patients with different N stages (N0-N3). (**C**) Expression levels of sEVs secretory and cell retention miRNAs in patients with different T stages (T1–T3). (**D**) Expression levels of sEVs secretory and cell retention miRNAs in patients with different N stages (N0 or N+) in GSE216630 dataset. * *p*-value < 0.05. n.s. not significant. Table S1: Differentially enriched sEVs in sEVs and cells. Table S2: Cell type enrichment analysis. Table S3: Functional enrichment analysis.

## References

[1] Tan Y., Wang Z., Xu M., Li B., Huang Z., Qin S., Nice E.C., Tang J., Huang C. (2023). Oral squamous cell carcinomas: State of the field and emerging directions. Int. J. Oral Sci..

[2] Sravya T., Rao G.V., Kumar M.P., Sudheerkanth K. (2016). Oral adenosquamous carcinoma: Report of a rare entity with a special insight on its histochemistry. J. Oral Maxillofac. Pathol..

[3] Mauceri R., Bazzano M., Coppini M., Tozzo P., Panzarella V., Campisi G. (2022). Diagnostic delay of oral squamous cell carcinoma and the fear of diagnosis: A scoping review. Front. Psychol..

[4] Tsai Y.-T., Chen W.-C., Hsu C.-M., Tsai M.-S., Chang G.-H., Lee Y.-C., Huang E.I., Fang C.-C., Lai C.-H. (2021). Survival-Weighted Health Profiles in Patients Treated for Advanced Oral Cavity Squamous Cell Carcinoma. Front. Oncol..

[5] Cai J., Qiao B., Gao N., Lin N., He W. (2019). Oral squamous cell carcinoma-derived exosomes promote M2 subtype macrophage polarization mediated by exosome-enclosed miR-29a-3p. Am. J. Physiol.-Cell Physiol..

[6] Zhu X., Qin X., Wang X., Wang Y., Cao W., Zhang J., Chen W. (2020). Oral cancer cell-derived exosomes modulate natural killer cell activity by regulating the receptors on these cells. Int. J. Mol. Med..

[7] Chen G., Huang A.C., Zhang W., Zhang G., Wu M., Xu W., Yu Z., Yang J., Wang B., Sun H. (2018). Exosomal PD-L1 contributes to immunosuppression and is associated with anti-PD-1 response. Nature.

[8] Kim D.H., Kim H., Choi Y.J., Kim S.Y., Lee J.-E., Sung K.J., Sung Y.H., Pack C.-G., Jung M.-k., Han B. (2019). Exosomal PD-L1 promotes tumor growth through immune escape in non-small cell lung cancer. Exp. Mol. Med..

[9] Garner H., de Visser K.E. (2020). Immune crosstalk in cancer progression and metastatic spread: A complex conversation. Nat. Rev. Immunol..

[10] Qian K., Fu W., Li T., Zhao J., Lei C., Hu S. (2022). The roles of small extracellular vesicles in cancer and immune regulation and translational potential in cancer therapy. J. Exp. Clin. Cancer Res..

[11] Valcz G., Újvári B., Buzás E.I., Krenács T., Spisák S., Kittel Á., Tulassay Z., Igaz P., Takács I., Molnár B. (2022). Small extracellular vesicle DNA-mediated horizontal gene transfer as a driving force for tumor evolution: Facts and riddles. Front. Oncol..

[12] Fuentes P., Sesé M., Guijarro P.J., Emperador M., Sánchez-Redondo S., Peinado H., Hümmer S., Ramón y Cajal S. (2020). ITGB3-mediated uptake of small extracellular vesicles facilitates intercellular communication in breast cancer cells. Nat. Commun..

[13] Ye L., Zhu Z., Chen X., Zhang H., Huang J., Gu S., Zhao X. (2021). The Importance of Exosomal PD-L1 in Cancer Progression and Its Potential as a Therapeutic Target. Cells.

[14] Liu X., Wills C.A., Chen L., Zhang J., Zhao Y., Zhou M., Sundstrom J.M., Schell T., Spiegelman V.S., Young M.M. (2022). Small extracellular vesicles induce resistance to anti-GD2 immunotherapy unveiling tipifarnib as an adjunct to neuroblastoma immunotherapy. J. ImmunoTherapy Cancer.

[15] Zhong W., Xiao Z., Qin Z., Yang J., Wen Y., Yu Z., Li Y., Sheppard N.C., Fuchs S.Y., Xu X. (2023). Tumor-Derived Small Extracellular Vesicles Inhibit the Efficacy of CAR T Cells against Solid Tumors. Cancer Res..

[16] Dudiki T., Veleeparambil M., Zhevlakova I., Biswas S., Klein E.A., Ford P., Podrez E.A., Byzova T.V. (2023). Mechanism of Tumor-Platelet Communications in Cancer. Circ. Res..

[17] Altei W.F., Pachane B.C., Dos Santos P.K., Ribeiro L.N.M., Sung B.H., Weaver A.M., Selistre-de-Araújo H.S. (2020). Inhibition of αvβ3 integrin impairs adhesion and uptake of tumor-derived small extracellular vesicles. Cell Commun. Signal..

[18] Jiang L., Ji N., Zhou Y., Li J., Liu X., Wang Z., Chen Q., Zeng X. (2009). CAL 27 is an oral adenosquamous carcinoma cell line. Oral Oncol..

[19] Bolger A.M., Lohse M., Usadel B. (2014). Trimmomatic: A flexible trimmer for Illumina sequence data. Bioinformatics.

[20] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[21] Jardillier R., Koca D., Chatelain F., Guyon L. (2022). Optimal microRNA Sequencing Depth to Predict Cancer Patient Survival with Random Forest and Cox Models. Genes.

[22] Pertea M., Pertea G.M., Antonescu C.M., Chang T.C., Mendell J.T., Salzberg S.L. (2015). StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat. Biotechnol..

[23] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[24] Soneson C., Love M., Robinson M. (2015). Differential analyses for RNA-seq: Transcript-level estimates improve gene-level inferences [version 1; peer review: 2 approved]. F1000Research.

[25] Cui T., Dou Y., Tan P., Ni Z., Liu T., Wang D., Huang Y., Cai K., Zhao X., Xu D. (2021). RNALocate v2.0: An updated resource for RNA subcellular localization with increased coverage and annotation. Nucleic Acids Res..

[26] Kern F., Fehlmann T., Solomon J., Schwed L., Grammes N., Backes C., Van Keuren-Jensen K., Craig D.W., Meese E., Keller A. (2020). miEAA 2.0: Integrating multi-species microRNA enrichment analysis and workflow management systems. Nucleic Acids Res..

[27] Thompson J.D., Higgins D.G., Gibson T.J. (1994). CLUSTAL W: Improving the sensitivity of progressive multiple sequence alignment through sequence weighting, position-specific gap penalties and weight matrix choice. Nucleic Acids Res..

[28] Stamatakis A. (2014). RAxML version 8: A tool for phylogenetic analysis and post-analysis of large phylogenies. Bioinformatics.

[29] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A., Paulovich A., Pomeroy S.L., Golub T.R., Lander E.S. (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

[30] Kang J., Tang Q., He J., Li L., Yang N., Yu S., Wang M., Zhang Y., Lin J., Cui T. (2021). RNAInter v4.0: RNA interactome repository with redefined confidence scoring system and improved accessibility. Nucleic Acids Res..

[31] Shannon P., Markiel A., Ozier O., Baliga N.S., Wang J.T., Ramage D., Amin N., Schwikowski B., Ideker T. (2003). Cytoscape: A software environment for integrated models of biomolecular interaction networks. Genome Res..

[32] Zhang X., Lan Y., Xu J., Quan F., Zhao E., Deng C., Luo T., Xu L., Liao G., Yan M. (2018). CellMarker: A manually curated resource of cell markers in human and mouse. Nucleic Acids Research.

[33] Kanehisa M., Goto S. (2000). KEGG: Kyoto encyclopedia of genes and genomes. Nucleic Acids Res..

[34] Grossman R.L., Heath A.P., Ferretti V., Varmus H.E., Lowy D.R., Kibbe W.A., Staudt L.M. (2016). Toward a Shared Vision for Cancer Genomic Data. N. Engl. J. Med..

[35] Villarroya-Beltri C., Gutiérrez-Vázquez C., Sánchez-Cabo F., Pérez-Hernández D., Vázquez J., Martin-Cofreces N., Martinez-Herrera D.J., Pascual-Montano A., Mittelbrunn M., Sánchez-Madrid F. (2013). Sumoylated hnRNPA2B1 controls the sorting of miRNAs into exosomes through binding to specific motifs. Nat. Commun..

[36] Garcia-Martin R., Wang G., Brandão B.B., Zanotto T.M., Shah S., Kumar Patel S., Schilling B., Kahn C.R. (2022). MicroRNA sequence codes for small extracellular vesicle release and cellular retention. Nature.

[37] Mehterov N., Sacconi A., Pulito C., Vladimirov B., Haralanov G., Pazardjikliev D., Nonchev B., Berindan-Neagoe I., Blandino G., Sarafian V. (2022). A novel panel of clinically relevant miRNAs signature accurately differentiates oral cancer from normal mucosa. Front. Oncol..

[38] Panvongsa W., Pegtel D.M., Voortman J. (2022). More than a Bubble: Extracellular Vesicle microRNAs in Head and Neck Squamous Cell Carcinoma. Cancers.

[39] Rybarczyk A., Lehmann T., Iwańczyk-Skalska E., Juzwa W., Pławski A., Kopciuch K., Blazewicz J., Jagodziński P.P. (2023). In silico and in vitro analysis of the impact of single substitutions within EXO-motifs on Hsa-MiR-1246 intercellular transfer in breast cancer cell. J. Appl. Genet..

[40] Ma L., Singh J., Schekman R. (2023). Two RNA-binding proteins mediate the sorting of miR223 from mitochondria into exosomes. eLife.

[41] Shurtleff M.J., Temoche-Diaz M.M., Karfilis K.V., Ri S., Schekman R. (2016). Y-box protein 1 is required to sort microRNAs into exosomes in cells and in a cell-free reaction. eLife.

[42] Xu R., Yu Z.-L., Liu X.-C., Xie Q.-H., Wu M., Chen G. (2023). Aptamer-Assisted Traceless Isolation of PD-L1-Positive Small Extracellular Vesicles for Dissecting Their Subpopulation Signature and Function. Anal. Chem..

[43] Satake T., Suetsugu A., Nakamura M., Kunisada T., Saji S., Moriwaki H., Shimizu M., Hoffman R.M. (2019). Color-coded Imaging of the Fate of Cancer-cell-derived Exosomes During Pancreatic Cancer Metastases in a Nude-mouse Model. Anticancer Res..

[44] Rodríguez M., Silva J., López-Alfonso A., López-Muñiz M.B., Peña C., Domínguez G., García J.M., López-Gónzalez A., Méndez M., Provencio M. (2014). Different exosome cargo from plasma/bronchoalveolar lavage in non-small-cell lung cancer. Genes Chromosomes Cancer.

[45] Rayner K.J., Hennessy E.J. (2013). Extracellular communication via microRNA: Lipid particles have a new message. J. Lipid Res..

[46] Leary N., Walser S., He Y., Cousin N., Pereira P., Gallo A., Collado-Diaz V., Halin C., Garcia-Silva S., Peinado H. (2022). Melanoma-derived extracellular vesicles mediate lymphatic remodelling and impair tumour immunity in draining lymph nodes. J. Extracell. Vesicles.

[47] Su X., Brassard A., Bartolomucci A., Dhoparee-Doomah I., Qiu Q., Tsering T., Rohanizadeh R., Koufos O., Giannias B., Bourdeau F. (2023). Tumour extracellular vesicles induce neutrophil extracellular traps to promote lymph node metastasis. J. Extracell. Vesicles.

[48] Setlai B.P., Hull R., Reis R.M., Agbor C., Ambele M.A., Mulaudzi T.V., Dlamini Z. (2022). MicroRNA Interrelated Epithelial Mesenchymal Transition (EMT) in Glioblastoma. Genes.

[49] Hsu Y.L., Hung J.Y., Chang W.A., Lin Y.S., Pan Y.C., Tsai P.H., Wu C.Y., Kuo P.L. (2017). Hypoxic lung cancer-secreted exosomal miR-23a increased angiogenesis and vascular permeability by targeting prolyl hydroxylase and tight junction protein ZO-1. Oncogene.

[50] Giusti I., Poppa G., Di Fazio G., D’Ascenzo S., Dolo V. (2023). Metastatic Dissemination: Role of Tumor-Derived Extracellular Vesicles and Their Use as Clinical Biomarkers. Int. J. Mol. Sci..

[51] Reed T., Schorey J., D’Souza-Schorey C. (2021). Tumor-Derived Extracellular Vesicles: A Means of Co-opting Macrophage Polarization in the Tumor Microenvironment. Front. Cell Dev. Biol..

[52] Soriani A., Vulpis E., Cuollo L., Santoni A., Zingoni A. (2020). Cancer extracellular vesicles as novel regulators of NK cell response. Cytokine Growth Factor Rev..

[53] Fernández-Messina L., Gutiérrez-Vázquez C., Rivas-García E., Sánchez-Madrid F., de la Fuente H. (2015). Immunomodulatory role of microRNAs transferred by extracellular vesicles. Biol. Cell.

[54] Verro B., Saraniti C., Carlisi D., Chiesa-Estomba C., Maniaci A., Lechien J.R., Mayo M., Fakhry N., Lauricella M. (2023). Biomarkers in Laryngeal Squamous Cell Carcinoma: The Literature Review. Cancers.

How the deposited data were processed for this re-analysis (not part of the article)

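Small RNA of whole cells and sEVs of the OSCC cell lines CAL27 and SCC25 was sequenced in 12 libraries, 3 per group. The authors aligned the trimmed reads with STAR to the microRNA part of GENCODE, estimated counts with StringTie, and provided them without normalization as whole numbers for 4801 features. Features with 3 counts over the 3 libraries of a group had 1 count in each library more often than random assignment gives, by 61.3% against 22.2% in CAL27 cells, 45.3% against 21.4% in CAL27 sEVs, 43.3% against 20.5% in SCC25 cells and 64.6% against 20.3% in SCC25 sEVs. The median total was 11055339 in CAL27 cells, 3593657 in SCC25 cells, 215516 in CAL27 sEVs and 335181 in SCC25 sEVs. Limits cover counting error only, since the paper describes no counting by molecular identifier and reads are then not independent molecules. The Wilson intervals treat features as independent draws, which the mature, precursor and copy features of 1 miRNA are not. They also leave out variation between libraries. With 1 library left out, the share of SCC25 sEV features in SCC25 cells ranged from 88.4% to 94.1%, beyond its interval of 90.7% to 93.6%.

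Analyses used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Features with at least 10 counts over the 12 libraries, 1007 mature and 715 precursor features, were tested with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment, with a threshold of 0.05. The comparison over both lines had the cell line as a term. The comparisons within a line and of the lines came from 1 fit of the 4 groups. The paper's text names no design formula for DESeq2. Standard errors and adjusted p values are those of edgeR unless DESeq2 is named. A group was treated as at the floor when all of its libraries had at most 3 counts, and a fold against such a group is a lower bound. The bound uses library totals without TMM and takes the other group at its observed mean, so it leaves out the spread of that group. With each library left out it ranged from 1452 to 1893 for hsa-mir-24-1. The range was 36.6 to 57.6 for hsa-mir-1246 and 14.2 to 18.7 for hsa-miR-10394-3p. On simulated counts at the real depths, with 188 of 1557 features changed, the TMM setting recovered 102 and 30.6% of its calls were false, all of them lower in sEVs, against 3.6% with DESeq2's size factors or library size, 7.27% with TMM after filterByExpr and 11.0% with DESeq2. The simulation was 1 set of counts with the same dispersion for every feature, so the spread of these shares is not known. The TMM setting was fixed before the counts were read and was kept.

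Detection required at least 1 count in at least 1 of the 3 libraries of a group. Libraries were clustered on log2 CPM with a prior count of 1. Sequence similarity was tested on mature miRNAs with an absolute log2 fold change above 1, in place of the tree of the methods. Motifs of 4 to 7 bases with at least 6 members were tested by preranked GSEA with 1000 random sets, and camera with an estimated correlation was run as an alternative. For 7 motifs the score was also compared with the most extreme motif of the same length in 1000 shuffles of the log2 fold changes, among all features or within blocks of 50 features of like expression, and the median log2 fold change with 10000 sets matched on expression or GC content. The 3 lists of miRNAs, of blood cells and liver, of the 14q32 cluster and of overlaps with other noncoding RNA, were compared with 10000 random lists matched on expression. These lists were drawn up before the counts were read but after Supplementary Table S1, which comes from the same libraries, had been read.

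The miRNAs named in the text are those the paper names with their copies and mature forms, the 5 with the smallest p in each direction, those with the largest shares of counts, the 3 with the smallest p for a difference between the lines and members of the lists. Alternatives set before the counts were read were DESeq2's size factors, library size, no filter, filterByExpr, mature features only, summed copies, DESeq2, the cell line term left out, a replicate block, each line alone, other rankings for the motifs, other limits for detection, other linkages and each library left out. Subtracting 1 from every count, thinning before the test, and DESeq2 without the cell line term and the filter were chosen after seeing the data. Replicate numbers did not pair cell with sEV libraries, so no paired test is reported outside the block alternative. Other splits of the libraries were tested with the same fits, 100 drawn where more were possible. The RNA-binding protein, target, pathway and patient analyses were not analysed here.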

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

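All tests of explanations in this part were chosen after the results were seen. The contrasts and the rule for the miRNAs reported were set before the data were examined.

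The change from cells to sEVs differed between the lines for hsa-let-7d-3p by -5.43 on the log2 scale, with 1.79 in CAL27 and -3.64 in SCC25 (standard error 0.32, adjusted p = 7.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 libraries per group). For hsa-miR-92b-3p the difference was -3.98, with 0.12 in CAL27 and -3.87 in SCC25, and for hsa-miR-21-5p it was 2.44, with -2.07 in CAL27 and 0.37 in SCC25. These were the 3 features with the smallest p for a difference between the lines, so their sizes are selected. A shift common to all features does not enter a difference of this kind when it is alike in both lines, and over the alternative settings the value of hsa-let-7d-3p, difference between lines, stayed between -5.78 and -4.97. Unequal depth of the cell libraries of the 2 lines is argued against as the whole cause. After all libraries were thinned to 1 depth, 235 of 695 tested features were called in a new fit. How many of these were also called with all counts was not examined. Of 100 splits of the libraries, 1, the real one, called as many as the 334 features for a difference between the lines. The others called at most 249. A difference between the lines in sorting or in expression stays open and was not tested, and culture and preparation of each line are confounded with it.

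The feature hsa-miR-122-5p, which the paper does not discuss, had a log2 fold change of 5.64 (standard error 0.44, adjusted p = 5.0e-07 from the same test), with 3 to 21 counts in the sEV libraries and 0 to 11 in the cell libraries, and its share of counts was higher in sEVs in all 6 sEV libraries. The feature hsa-mir-451a had at most 3 counts in any cell library and 1 to 198 in the sEV libraries, at least 218-fold higher in sEVs, and at least 34.1-fold without SCC25 sEV replicate 1. Both are members of the list of blood cell and liver miRNAs, whose median log2 fold change was 5.08. The medium held 10% fetal bovine serum, and RNA from serum in the medium may be a source of these counts. No library of medium without cells was analysed here, so serum and release by the cells could not be told apart. The list was drawn up after Supplementary Table S1, from the same libraries, had been read, so it is not independent of these data.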

How the results depend on the processing

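The alternatives were set before the data were examined, except subtracting 1 from every count, thinning before the test, and DESeq2 without the cell line term and the filter, which were chosen after seeing the data, and all tests of causes were chosen after the results were seen. The cause was not tested for any value below unless it is given. The sEV libraries limit what can be called lower in sEVs, since a count of 0 there allows up to 16.5 CPM. In simulated counts 30.6% of the TMM calls were false, all of them lower in sEVs, so the numbers of lower calls depend on the scaling.

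Relative to DESeq2's size factors and library size, TMM moved the log2 fold changes by a median of -0.42 and -0.68, so that all 159 features called higher over both lines kept their call under these 2 settings follows from the shift. After thinning 78 of the 159 were called. With DESeq2's size factors 119 were lower over both lines and 229 higher in SCC25, and the log2 fold changes of hsa-miR-181a-5p and hsa-miR-24-3p were both 0.28. With library size, 247 were higher and 82 lower over both lines, 347 and 115 in CAL27, and 234 and 161 in SCC25, and the 2 miRNAs were at 0.56 and 0.55. With filterByExpr 137 were lower and both miRNAs were at 0.28. With mature features alone, fewer features were tested, and 86 were lower over both lines, 139 in CAL27 and 121 in SCC25, 99 changed more in CAL27, and the 2 miRNAs were at 0.083 and 0.076. With DESeq2 and the same design 248 were higher and 148 lower, 301 higher in CAL27 and 251 in SCC25, and both were at 0.28. Without the cell line term DESeq2 called 118 lower, with the 2 miRNAs at 0.35 and 0.26. The replicate block gave 1.0e+02 higher, rounded, and 123 lower. With 1 subtracted from every count 94 were higher and 115 lower, 160 lower in SCC25, and the 2 miRNAs were at 0.44 and 0.42. After thinning 63 were lower, 111 in CAL27 and 111 in SCC25, 114 changed more in CAL27, and the 2 miRNAs were at 0.64 and 0.66. With DESeq2 without the cell line term and the filter 261 were higher and 113 lower, with the 2 at 0.35 and 0.26. With copies summed, hsa-miR-103b_1 was at -1.49, hsa-mir-24-2 at 1.21 and hsa-miR-24-3p at 0.18, since the sum takes in the other copies. The noncoding list had a median of 0.69 with mature features alone.

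Across the fits that each left out 1 library, lower calls over both lines ranged from 125, without CAL27 sEV replicate 1, to 263, and higher calls in SCC25 from 85, without SCC25 sEV replicate 1, to 120. In the same fits hsa-miR-181a-5p ranged from -0.40 to 0.16 and hsa-miR-24-3p from -0.53 to 0.21.

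For detection, mature features alone gave 1758 in all, 1014 in sEVs and 648 in both sEVs, 1716 in cells and 1262 in both, 845 in CAL27 sEVs and 817 in SCC25 sEVs, of which 813 and 752 were also in the cells of the line. With 1 count in all 3 libraries the numbers in the same order were 1915, 786, 587, 1880, 1210, 695, 678, 665 and 639, with shares of 74.7% in sEVs, 64.4% in cells and 94.2% for SCC25 sEVs in SCC25 cells. With 5 counts over the 3 they were 1905, 745, 565, 1872, 1247, 681, 629, 657 and 583, with 75.8% in sEVs, 66.6% in cells and 96.5% for CAL27 sEVs in CAL27 cells. With thinning 1855 were detected, 1296 in cells and 717 in both, and 779 and 771 were shared, with shares of 59.9% in sEVs, 55.3% in cells, 58.2% in CAL27 and 64.4% in SCC25, since the cell libraries lose depth. Leaving out 1 library gave shares of 93.1% to 96.2% in CAL27, 88.4% to 94.1% in SCC25, 67.8% to 74.0% in cells and 59.9% to 63.0% in sEVs. Ward linkage and filterByExpr each placed 12 libraries with their group, and leaving out 1 library 8 to 9.

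The DESeq2 ranking called 0 motifs toward sEVs (402 unadjusted) and 32 toward cells over both lines, 2 and 216 in CAL27 and 2 and 54 in SCC25, with GCGC at 1.03, GCGU at 0.96, GCGCG and GGCGCG at 1.2, and CGGAGC at 1.92 in CAL27. The signed square root of F gave 40 toward cells, 183 in CAL27 and 3 toward SCC25 sEVs, with GCGC at 0.97, GCGCG at 1.09, GGCGCG at 0.76 and CGGAGC at 1.09 in CAL27. Each distinct mature sequence once gave 0 toward sEVs (70 unadjusted), 1 in CAL27, and 1 and 47 in SCC25, with GCGCG at 1.21. With filterByExpr 13 and 11 were called, 27 toward CAL27 cells, and 1 and 3 in SCC25, with GCGC at 1.25, GCGU at 1.08 and GCGCG at 1.13. With copies given a sequence 21 were toward cells, 24 and 14 in CAL27 and 27 and 49 in SCC25. Camera called 0 in all (unadjusted 73 and 216 over both lines, 95 and 433 in CAL27, 78 and 157 in SCC25), with adjusted p of 0.973 for GCGC and GCGU and for CGGAGC in CAL27, 0.995 for GCGCG and 0.994 for GGCGCG. The replicate block gave 1 toward sEVs, with GGAGC at -0.92. The DESeq2 ranking without the cell line term and the filter gave 34 toward cells, with GCGC at 1.13, GCGU at 1.30, GCGCG at 1.61, GGCGCG at 1.72 and GGAGCUG at 1.61.

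Leaving out 1 library gave 0 (184 unadjusted, without CAL27 cell replicate 1) to 9 motifs toward sEVs and 1 to 16 toward cells over both lines, 0 (166 unadjusted, without CAL27 sEV replicate 2) to 12 and 1 to 26 in CAL27, and 0 (229 unadjusted, without SCC25 cell replicate 1) to 19 and 13 to 35 in SCC25. GCGCG ranged from -1.08 to 1.03, GGAG from -0.93 to 1.21 over both lines and from -0.94 to 1.2 in CAL27, and GGAGC from -1.15 to 1.13. Of the other results that changed, 3, all for the size of the largest feature cluster, moved. Another 8, for CAGGUA and UUGCACU, became stronger, and 2, for hsa-mir-451a, weaker.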

Differences from the paper's values

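All of the tests in this part were chosen before the data were examined except where a setting is said to be chosen after seeing the values.

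The paper's number of miRNAs higher in sEVs is 253, against 159 here. Within 1.5 times of it were DESeq2's size factors (203), library size alone (247), no filter (180), DESeq2 with the same design (248) and DESeq2 without the cell line term (213). Not within it were filterByExpr (139), mature features only (112), summed copies (139), edgeR without the cell line term (146) and the replicate block. DESeq2 without the cell line term and the filter, chosen after seeing the values, gave 261, of which 250 are among the paper's 253. Also chosen after seeing the values, subtracting 1 from every count gave 94 and thinning 129, neither of them within it. The paper's number of miRNAs lower in sEVs is 111, against 225 here. Within 1.5 times of it were DESeq2's size factors (119), library size alone (82), filterByExpr (137), mature features only (86), DESeq2 with the same design (148), DESeq2 without the cell line term (118), the replicate block (123) and the fit without CAL27 sEV replicate 1 (125). Not within it were no filter (206), summed copies (197) and edgeR without the cell line term (176). Of the settings chosen after seeing the values, subtracting 1 from every count gave 115, and thinning gave 63, which is not within it. DESeq2 without the cell line term and the filter gave 113, with all of the paper's 111 among them.

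For hsa-mir-181a-1 the paper's log2 fold change in Supplementary Table S1 is -2.46, against -2.90 here. It was -2.47 with DESeq2's size factors, with filterByExpr and with DESeq2, -2.48 with DESeq2 without the cell line term and -2.57 without CAL27 sEV replicate 1, and of the settings chosen after seeing the values -2.33 with 1 subtracted from every count and -2.48 with DESeq2 without the cell line term and the filter. For hsa-mir-181a-2 the paper's value is -2.74, against -3.24 here. It was -2.82 with DESeq2's size factors and with filterByExpr, -2.55 with library size alone, -2.81 with DESeq2, -2.76 with DESeq2 without the cell line term and -2.88 without CAL27 sEV replicate 1, and of the settings chosen after seeing the values -2.69 with 1 subtracted, -2.51 after thinning and -2.76 with DESeq2 without the cell line term and the filter. For hsa-mir-24-2 the paper's value is -1.57, against -2.0 here. It was -1.57 with DESeq2's size factors and with filterByExpr, -1.59 with DESeq2 with or without the cell line term and -1.73 without CAL27 sEV replicate 1, and of the settings chosen after seeing the values -1.47 with 1 subtracted and -1.59 with DESeq2 without the cell line term and the filter. The other alternatives set before the data were examined did not close these 3 gaps.

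The paper's normalized enrichment scores in Fig. 2A were read by eye. A score here counts as reaching the figure's when it lies within the SD of the fits that each left out 1 library. Toward sEVs, the score of GCGU is about 1.4 in Fig. 2A, against -1.18 here. It was 0.96 with the DESeq2 ranking and 1.08 with filterByExpr, and 1.30 with DESeq2 without the cell line term and the filter, chosen after seeing the values, which is on the figure's side and near it but outside that SD. The score of GCGCG is about 1.7 in Fig. 2A, against -0.90 here. It was 1.2 with the DESeq2 ranking, 1.09 with the signed square root of F, 1.21 with each distinct mature sequence once, 1.13 with filterByExpr, 1.03 without SCC25 cell replicate 1 and 1.00 without SCC25 cell replicate 2, all within an SD that is wide because the score changed sign between those fits. The score of GGCGCG is about 1.8 in Fig. 2A, against -1.14 here, and that of GGAGCUG about 1.6 in Fig. 2A, against -1.56 here, and no alternative set before the data were examined closed these 2 gaps. In the ranking by DESeq2 without the cell line term and the filter, chosen after seeing the values, GCGCG scored 1.61, GGCGCG 1.72 and GGAGCUG 1.61. Toward cells, the score of CGAUU is about 1.9 in Fig. 2A, against 1.61 here. No alternative set before the data were examined closed the gap, and the ranking chosen after seeing the values gave 1.89. The score of CAGGUA is about 2.5 in Fig. 2A, against 1.81 here, and none of the alternatives set before the data were examined closed the gap, while the ranking chosen after seeing the values gave 2.37. The score of UUGCACU is about 2.6 in Fig. 2A, against 1.78 here. It was 2.57 with the DESeq2 ranking and 2.67 with the ranking chosen after seeing the values.

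The paper's text names GCGC where Fig. 2A shows GCGU, and GCGC scored -1.04 here, 1.03 with the DESeq2 ranking, 0.97 with the signed square root of F, 1.25 with filterByExpr and 1.13 with the ranking chosen after seeing the values. The paper places GGAG first among motifs of its length in CAL27 sEVs, and it was at rank 3 here. The paper places CGGAGC toward CAL27 sEVs, and it scored -1.28 in CAL27 here, 1.92 with the DESeq2 ranking and 1.09 with the signed square root of F, and camera also placed it and GCGC toward sEVs. The paper places GGAGCUG toward sEVs of both lines, and it scored -1.54 in CAL27 and -1.31 in SCC25. In cells of both lines together 2837 features were detected here, of which 2078 were in both, against the paper's 2887 and 1528. The paper prints 66.81% beside these, while its 1528 of 2887 is 52.9%, so its 3 numbers for cells differ among themselves and the comparison with them is uncertain. The paper shows a cluster of miRNAs with the highest levels in each of the 4 groups, and with complete linkage no cluster was highest in SCC25 sEVs, whereas with Ward linkage 1 was.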

Other observations

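All tests of explanations in this part were chosen after the results were seen, while the contrasts and the lists were set before the data were examined.

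Over both lines 384 features were called, and of 100 splits of the 12 libraries into 2 groups of 6, 1, the real one, gave as many, with at most 7 in the others. Within CAL27 and within SCC25, 1 of the 10 splits of 6 libraries, the real one, gave as many features, and with 10 splits the share cannot fall low enough to set the result apart from a random division. For motifs over both lines, 42 of 100 splits gave as many as the real 13, with up to 197. Not all of these splits are balanced for compartment. Of the 39 with 3 cell and 3 sEV libraries in each part, 13 gave as many, of the 53 with 4 libraries of 1 compartment together, 22 did, and of the 7 with 5 together, 6 did. Splits balanced for compartment thus also reach this number of called motifs. In each line 1 of the 10 splits, the real one, gave as many motifs, with at most 10 in CAL27 and 19 in SCC25 in the others, and 10 splits are too few to set this apart from a random division.

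More features were called lower than higher in sEVs with TMM. In simulated counts at the real depths, the 444 unchanged features with the highest mean counts had a median log2 fold change of -0.48 under TMM. TMM scaling of libraries of unequal depth may therefore account for the surplus of lower calls, and DESeq2's size factors gave 203 higher and 119 lower.

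A candidate explanation for the mature copy hsa-miR-24-3p_1, counted in sEVs alone, is that reads of 1 sequence were assigned to different copies in cells and sEVs. Its ratio to hsa-miR-24-3p over the 6 sEV libraries varied less than in all but 0.0275% of separate counts (chi-square test), which this would bring about. For the precursor features, a shift of reads between hsa-mir-24-1 and hsa-mir-24-2 alone is not the whole cause. The 2 summed still rose by 1.21 (adjusted p = 0.00072 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sum leaves out the mature features, so it cannot exclude a different division of reads between precursor and mature features. For hsa-miR-103b_1 the explanation is also a candidate, since in 6 of 6 sEV libraries its counts equal those of a copy of hsa-miR-103a-3p, while CAL27 cell replicate 3 had 21729 counts of that copy and 0 of hsa-miR-103b_1. The nearly constant ratio and the equal counts had been seen before these 2 tests were chosen. The idea came from Supplementary Table S1, so these are hypotheses, and the reads themselves were not analysed here.

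Of features with 3 counts over the 3 SCC25 sEV libraries, 64.6% had 1 count in each, against 20.3% from random assignment. Estimates below 1 read written as 1 may therefore account for some of the 34 features called higher with at most 1 count in every sEV library. They are not the whole cause of the 159 calls, since 83 of these were called after 1 was subtracted from every count, a setting chosen after seeing the data.

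In the ranking by DESeq2 without the cell line term and the filter, the log2 fold change fell with mean expression (Spearman's rho -0.45), so the abundance of the miRNAs with a motif may move its score, toward sEVs where it is low. As the motifs were picked among many of their length, log2 fold changes were shuffled 1000 times within blocks of 50 features of like abundance, which keeps this trend, and each time the most extreme motif of the length was taken. It reached the score in 71.4% of shuffles for GCGU, 52.5% for GCGCG, 75.9% for GGCGCG and 100% for GGAGCUG, so these 4 scores toward sEVs do not stand out from picking. Sets of like abundance had median log2 fold changes of 0.74, 0.85, 1.12 and 1.13, and sets of like GC content 0.70, 1.09, 1.16 and 0.18. The medians of the motifs were 0.96, 0.43, 0.24 and 0.35, all within the spread of such sets. For GCGCG, GGCGCG and GGAGCUG the median lay below the 0.48 of all ranked features. It shows no shift toward sEVs, so it cannot test abundance or GC content as the cause of those scores. For GCGU, abundance and GC content could not be told apart from picking. In the edgeR ranking all 4 scored toward cells. For CGAUU, CAGGUA and UUGCACU toward cells, the motif medians were -0.92, -1.31 and -1.11, against 0.43, 0.30 and -0.038 in sets of like abundance, 0.54, 0.37 and 0.28 in sets of like GC content and 0.48 in all ranked features, which argues against abundance and against GC content as the cause on their own. Picking may account for CGAUU, reached in 34.8% of the shuffles, and for CAGGUA, reached in 21.7%, although with shuffling among all features the shares were 9.49% and 4.60%. For UUGCACU the share was 0.799%, which argues against picking. Shuffling separates related miRNAs, so a change shared within a family stays open for UUGCACU, as does sorting by sequence, both as hypotheses.

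The 8 miRNA numbers of the blood cell and liver list gave 19 features, all 19 higher in sEVs, with a median log2 fold change of 5.08 against -0.20 in random lists matched on expression (permutation p = 0.0002, the smallest possible). With members at the floor set to their bounds the median was 3.71 over 18. Without SCC25 sEV replicate 1 the fitted median was 3.24 over 16 features, with 10 called in place of 18. The median with bounds was then 3.51 over 15. The 14q32 list gave 24 features, 19 higher, with a median of 2.65 against -0.24 (permutation p = 0.0002, the smallest possible), and 3.21 over the 8 members for which a fold or bound can be given. Of these 24 features 9 were called higher, and 4 without SCC25 sEV replicate 1. RNA from serum in the medium may bring both lists up, but both were drawn up after Supplementary Table S1 had been read, and some members had been seen in it, so serum and release by the cells could not be told apart. The list of miRNAs that overlap other noncoding RNA gave 38 features, 28 higher, with a median of 1.75 against -0.13 (permutation p = 0.0002, the smallest possible), and 3.36 over the 23 for which a fold or bound can be given. Its mature features alone had a median of 0.69 (permutation p = 0.17), so fragments of other noncoding RNA counted as miRNA could not be told apart from miRNAs of these loci. In all of these lists, mature, precursor and copy features of 1 miRNA are not independent, while the random lists were matched on expression alone. The permutation p values of the lists may therefore be too small. No biological explanation was tested.

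Nearly all miRNAs of sEVs were also detected in the cells of the same line. After thinning, 58.2% in CAL27 and 64.4% in SCC25 were. With 5 counts required over 3 libraries at full depth, the shares were 96.5% and 92.7%. Thinning takes counts mostly from the cell libraries, so a lower share was nearly fixed in advance. The size of the share thus depends on depth, but how much of the overlap depth accounts for could not be told.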
